A study of Homo sapiens with 32 samples. Its data were reported in "TGFβ1-Induced EMT in the MCF10A Mammary Epithelial Cell Line Model Is Executed Independently of SNAIL1 and ZEB1 but Relies on JUNB-Coordinated Transcriptional Regulation" (2023).

How the data were processed

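Transcript abundance was measured by RNA sequencing (RNA-seq) in 32 libraries of MCF10A cells, a non-tumorigenic human mammary epithelial cell line. Cell clones carried either wild-type JUNB (WT) or a JUNB gene edited with CRISPR/Cas9 (mut), and were treated with solvent or with the cytokine TGFβ1 for 6, 24 or 72 h. The deposited values are whole-number read counts per gene and library, without normalization. They came from STAR, which served the authors both for alignment to GRCh38 in the Ensembl version and for counting, after trimming with Trimmomatic. The library kit named in the study is one that keeps no strand information, and whether the counting used strand is not stated.

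The table held 17788 genes with at least 4 counts over all libraries, and 0 columns of per-sample values were left unused. Gene identifiers were matched to GENCODE release 44 (GRCh38), which named 17763 of them and gave the coordinates printed here. Of the 53 genes named by the rule given further on, 13 overlap another gene of the table. How reads in the shared stretch were counted is not stated, so the counts of these genes could be affected.

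Each library's group was taken from its label, which gives genotype, treatment, clone and replication number. This made 8 groups of 4 libraries, each with 2 clones and 2 replications per clone. The libraries of 1 clone with 1 replication number are called a series here and are written as clone and replication, such as 27-2. Replicate libraries were compared by a chi-square test over genes. The smallest chi-square per degree of freedom between libraries of a group was 12.0, so that no library was a copy of another. Each library was counted as its own sample, although this does not show that libraries of 1 clone are independent.

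The main test followed the study's methods in the scaling by library size, the use of voom and the model. The low-count filter and the interaction were chosen here. Genes passing filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15) were kept, which left 14865 genes. Counts were scaled by library size without composition factors and fitted with voom, lmFit, contrasts.fit and eBayes of limma 3.58.1 in R 4.3.3, with the model ~0 + condition over all 32 libraries, so that the 8 groups shared 1 estimate of the spread. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 in this two-sided limma-voom test are called differentially expressed genes (DEGs), with no minimum fold change. There were 13 comparisons, namely TGFβ1 against solvent at 3 times in each genotype, mut against WT at the 4 treatment states, and the interaction (the mut change minus the WT change) at 3 times. Every adjusted p-value in the text comes from this test unless another tool is named.

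The response slope compared the sizes of changes. Genes were called in 1 WT clone, the slope through the origin of each mut clone on that clone was divided by the slope of the other WT clone, and the mean over the 4 combinations was taken. Gene lists were fixed before the data were examined. They comprised 19 genes of the activator protein 1 (AP-1) transcription factor family, 19 genes named in the study's text for the epithelial-mesenchymal transition (EMT) of this cell model, and 35 proliferation genes. The proliferation list was tested with camera of limma at an inter-gene correlation of 0.01. Genes named with their statistics were JUNB, the AP-1 and EMT lists, and the 3 genes that rose most and the 3 that fell most among the DEGs of WT cells at 72 h, of mut against WT in solvent and of the interaction at 72 h. These needed a mean of at least 10 CPM (counts per 1e6 counts of the library), a gene symbol and no overlap between the libraries of the compared groups. The values of 3 single genes of this rule are not reported here.

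Totals per library ranged from 39702412 to 54651906 counts. A value of 3 counts, taken as the floor, corresponds to between 0.0549 and 0.0756 CPM. Floors and model errors cover counting and replicate spread only, since reads without molecular identifiers are not independent molecules.

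Alternatives chosen before the data were examined were trimmed mean of M-values (TMM) factors, the quasi-likelihood (QL) test of edgeR, the Wald test of DESeq2 1.42.0, no low-count filter, a mean count of at least 50 (12417 genes), fits on the groups of a comparison alone, the replication number or the series as a replicate block, sums of the replications of a clone, thinning of each library to the smallest total, a minimum absolute log2 fold change of 1, ratios of median changes, an estimated inter-gene correlation, and leaving out each library in turn. Alternatives chosen after seeing the data were TMM factors together with the series block, the series block for the gene lists and JUNB, and the removal of the series 27-2 or 1-2. The pairing by series comes from the clone and replication numbers of the labels. Fits with a block were computed with each comparison as its own coefficient, because contrasts.fit is approximate for such designs.

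The tests were tested on simulated data drawn for the real genes from the WT solvent means, the spread and the library sizes with known fold changes. Of 232 changed genes among 14583 tested, the limma-voom test recovered 73.7% for the WT change at 72 h, and 6 of its 177 calls were wrong. For the interaction at 72 h it recovered 40.5%, with 7 wrong calls among 101. In a comparison without change it made 0 calls, whereas DESeq2 made 3. In a simulation with a true slope ratio of 0.5, 0.495 was recovered. The simulated libraries were drawn independently, without effects shared by a clone or series, and few of their genes changed. These rates therefore do not cover data in which libraries of a clone or series deviate together or many genes change.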

Results

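The data comprised 32 RNA-seq libraries of MCF10A mammary epithelial cell clones. Clones 27 and 2 were labelled JUNB WT, and clones 1 and 65 were labelled JUNB mut. Each clone was treated with solvent or with TGFβ1 for 6, 24 or 72 h in 2 replications, which gave 4 libraries in each of 8 groups. JUNB is a subunit of the AP-1 transcription factor, and the mut clones carry an extended deletion in the gene that left a smaller JUNB polypeptide. Library totals lay between 39702412 counts (WT solvent 2-2) and 54651906 counts (WT 24 h 27-1). The 10 most abundant genes took 4.30% of the counts in mut solvent 1-2 and 9.43% in WT 72 h 2-2, the lowest and highest shares.

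In a principal component analysis of the log2 CPM values, PC1 held 32.9% of the variance, PC2 10.9% and PC3 10.2%. TGFβ1-treated WT libraries at 24 and 72 h had PC1 scores of 40.1 to 81.5, and the mut solvent libraries had scores of -65.7 to -39.4. The library mut solvent 1-2 had the score -39.4, while the other 3 mut solvent libraries lay between -65.7 and -61.8. The 4 libraries of the WT series 27-2 were set apart on PC3, from -56.3 to -44.0, whereas the other 28 libraries ranged from -17.0 to 37.0. PC3 was chosen for display after its scores were seen.

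**Figure D1:**
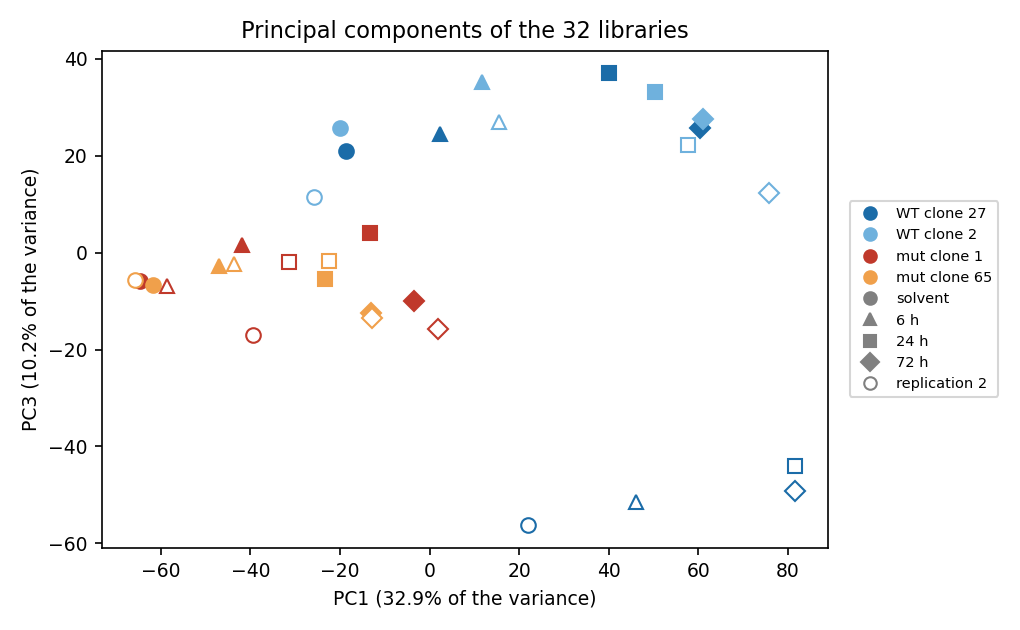
Scores of the 32 libraries on PC1 (x axis, 32.9% of the variance) and PC3 (y axis, 10.2%), with colours for clones, symbols for treatments and open symbols for replication 2. The 4 open dark blue points at or below -44.0 on PC3 are the WT series 27-2, and the open red circle at -39.4 on PC1 is mut solvent 1-2.

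The targeted gene was examined first. JUNB (ENSG00000171223, GRCh38 chromosome 19, 12791486 to 12793315, plus strand) overlaps HOOK2 on the minus strand. Its abundance in solvent was 97.6 ± 12.9 CPM in WT and 112 ± 47.9 CPM in mut libraries (SD, n = 4 each). After 72 h of TGFβ1 it was 169 ± 5.78 CPM in WT and 236 ± 96.9 CPM in mut libraries. In solvent, mean JUNB abundance was 73.3 CPM in mut clone 1 and 150 CPM in mut clone 65, with 91.8 CPM in WT clone 27 and 103 CPM in WT clone 2 between them. The log2 difference of mut against WT was 0.10 ± 0.34 (SE) in solvent, 0.25 ± 0.32 at 6 h, 0.31 ± 0.32 at 24 h and 0.38 ± 0.32 at 72 h, with limma-voom adjusted p-values of 0.885, 0.626, 0.480 and 0.370. Two-sided exact permutation tests of 4 against 4 libraries gave p-values of 0.8, 0.6, 0.371 and 0.343, where the smallest possible value is 0.0286. Benjamini-Hochberg adjustment over these 4 exact tests gave 0.8, 0.8, 0.742 and 0.742. JUNB counts therefore do not check the genotype labels, and WT and mut denote labels in each direction given here. Of the settings tried, leaving out mut solvent 65-2 moved the solvent difference furthest, to -0.14.

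TGFβ1 raised JUNB in both genotypes. In WT cells the log2 fold change was 1.25 ± 0.33 (SE) at 6 h, 1.48 ± 0.33 at 24 h and 0.80 ± 0.33 at 72 h, with limma-voom adjusted p-values of 0.00901, 0.000416 and 0.0446. In mut cells it was 1.39 ± 0.33, 1.68 ± 0.33 and 1.08 ± 0.33, with adjusted p-values of 0.0106, 0.000463 and 0.0169. All 4 treated libraries lay above the solvent mean at each time in each genotype. Summing the replications of a clone left the WT change at 72 h at 0.79 with an adjusted p-value of 0.161. The fit with the series as a replicate block gave a WT change at 72 h of 0.80 with a limma-voom adjusted p-value of 0.000158. These p-values are the ends of the range over the alternatives tried.

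**Figure D2:**
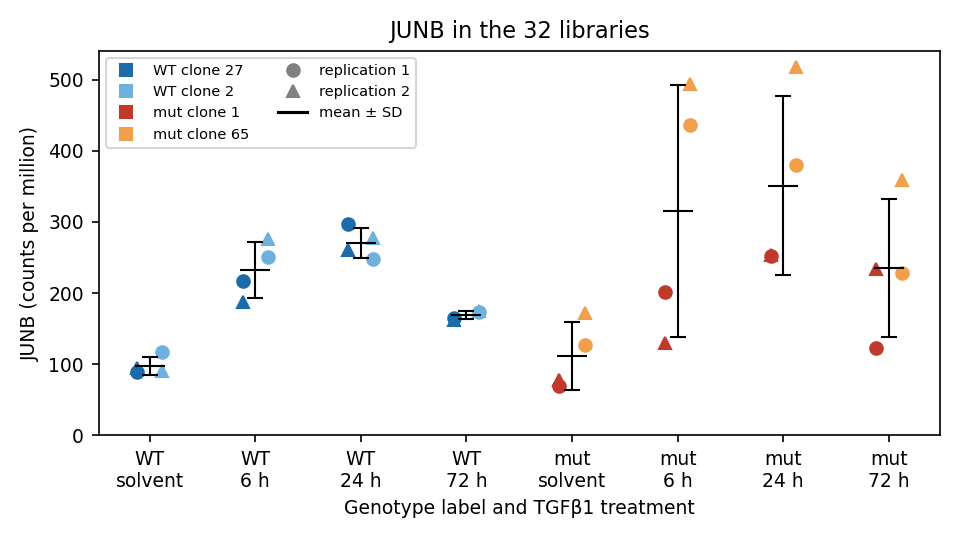
JUNB abundance in CPM (y axis) in each of the 32 libraries by genotype label and treatment (x axis), with colours for clones, circles and triangles for replications 1 and 2, and black bars for mean ± SD of 4 libraries. The mut solvent libraries span 69.2 to 172 CPM and enclose the WT solvent libraries at 89.7 to 117 CPM.

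The response of WT clones to TGFβ1 was assessed next. In WT cells, 2526 genes were DEGs at 6 h (762 higher, 1764 lower), 7752 at 24 h (2098 higher, 5654 lower) and 7766 at 72 h (2061 higher, 5705 lower). The excess of lower calls depended on the scaling. With TMM factors there were 1961 DEGs at 6 h (1042 higher, 919 lower), 6949 at 24 h (3499 higher, 3450 lower) and 6648 at 72 h (3189 higher, 3459 lower). The median log2 fold change of all 14865 genes under library-size scaling was -0.0785 at 6 h, -0.176 at 24 h and -0.191 at 72 h, and with TMM factors it was -0.00406, 0.00139 and -0.0286. At 72 h, 5520 genes were called in the same direction by both scalings. Libraries of 1 series deviated together from their group means (mean correlation across genes 0.303). Libraries of the same clone with another replication number had a mean correlation of 0.0184. For the other clone of the genotype it was -0.0957 with the same replication number and -0.213 with the other. Deviations within a group cancel, which makes correlations between series of a genotype negative on average. The value of 0.0184 therefore does not rule out a part shared by a clone. With the series as a replicate block, 3844 genes were called at 6 h, 8858 at 24 h and 8918 at 72 h. A minimum absolute log2 fold change of 1 moved these counts most, to 311, 1445 and 1500.

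Among the WT DEGs at 72 h, the 3 genes that rose most by the naming rule were POSTN, LBH and KANK4. POSTN (ENSG00000133110, chromosome 13, 37562583 to 37598844) rose by 9.26 ± 2.31 log2 (SE, limma-voom adjusted p-value 0.00136), from 5.16 ± 9.56 to 513 ± 250 CPM (SD, n = 4). Its value at 6 h was 62.0 CPM in WT 27-2 and 1.73 to 2.56 CPM in the other 3 libraries. LBH (ENSG00000213626, chromosome 2, 30231534 to 30323730) rose by 7.13 ± 0.94 (adjusted p-value 4.25e-07), from 0.361 ± 0.328 to 26.0 ± 2.02 CPM. KANK4 (ENSG00000132854, chromosome 1, 62236165 to 62319434) rose by 6.73 ± 0.83 (adjusted p-value 1.29e-07), from 0.585 ± 0.337 to 58.0 ± 15.9 CPM. The 3 that fell most were KRT15 with a log2 fold change of -4.64 ± 0.61, ALDH3A1 with -4.53 ± 0.54 and CAMK2B with -4.29 ± 0.45. The rule required that the 4 treated libraries did not overlap the 4 solvent libraries. CAMK2B overlaps YKT6 on the opposite strand.

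In mut cells, 1041 genes were DEGs at 6 h (306 higher, 735 lower), 3541 at 24 h (1004 higher, 2537 lower) and 3584 at 72 h (1161 higher, 2423 lower). TMM factors gave 722 (416 higher, 306 lower), 2571 (1376 higher, 1195 lower) and 3069 (1596 higher, 1473 lower). The median log2 fold change under library-size scaling was -0.0600, -0.0980 and -0.0869. With the series as a replicate block the counts were 2453, 5203 and 5036. The 6 h count was the least stable, at 226 to 1867 DEGs over the 8 fits that each left out 1 library, and its highest value came without mut 6 h 1-2.

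**Figure D3:**
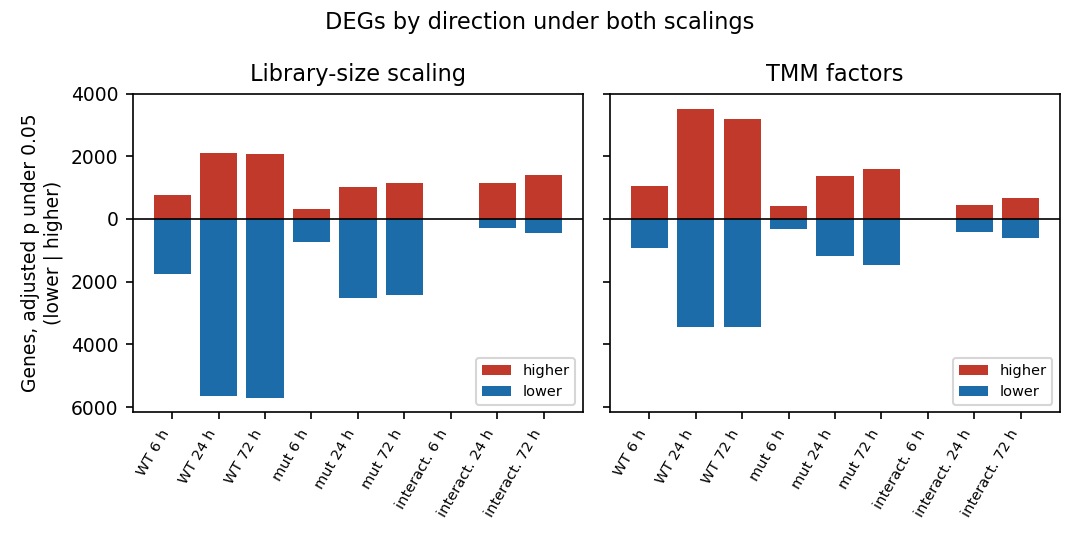
DEGs (y axis, number of genes with a limma-voom adjusted p-value under 0.05, higher calls above 0 and lower calls below 0) for TGFβ1 against solvent in WT and mut cells and for the interaction (x axis), under library-size scaling (left) and TMM factors (right). Of the WT DEGs at 72 h, 26.5% were higher under library-size scaling and 48.0% with TMM factors.

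To assess how far the response depended on genotype, DEG numbers were compared first. The number of mut DEGs was 41.2% of the number of WT DEGs at 6 h, 45.7% at 24 h and 46.1% at 72 h. With TMM factors these percentages were 36.8%, 37.0% and 46.2%, and with the series as a replicate block they were 63.8%, 58.7% and 56.5%. Sums of the replications of a clone moved the 6 h percentage furthest of the settings that kept all libraries, to 13.6%. Of the WT DEGs, 29.9% at 6 h, 40.9% at 24 h and 36.9% at 72 h were also mut DEGs with the same direction, and with the series block 43.9%, 51.9% and 45.2%. Called in both genotypes with opposite directions were 1 gene at 6 h, 9 at 24 h and 36 at 72 h. A call in WT without a call in mut does not by itself show a difference, so the interaction was tested. Of the 4861 genes called in WT and not in mut at 72 h, 1176 (24.2%) had an interaction call, and 86.0% changed in the same direction in mut cells. At 24 h, 684 of 4573 such genes (15%) had an interaction call, and at 6 h 9 of 1769 (0.509%). The 86.0% rests on library-size scaling, where the median mut change of all genes at 72 h was -0.0869, so a common shift can add to it. A missing interaction call does not show an equal response, since the interaction test at 72 h recovered 40.5% of the changed genes in the simulation.

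The interaction called 11 genes at 6 h (1 higher, 10 lower), 1434 at 24 h (1147 higher, 287 lower) and 1831 at 72 h (1397 higher, 434 lower). Genes with an unadjusted p-value under 0.05 numbered 764, 3513 and 3959. With TMM factors there were 9, 860 and 1291 calls, of which 443 were higher and 417 lower at 24 h, and 674 higher and 617 lower at 72 h. The median interaction at 72 h was 0.104 log2 under library-size scaling and 0.0187 with TMM factors. Fitting the series as a replicate block gave 46, 2782 and 3488 interaction calls. Under library-size scaling at 72 h, 1330 of the 1831 genes changed less in mut than in WT cells in the same direction, 448 had opposite signs and 53 changed more in mut cells.

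By the naming rule, the interaction at 72 h was largest in the positive direction for ALDH3A1, RIPOR2 and FGFBP1 and in the negative direction for NEDD9, CXCL1 and IL32. ALDH3A1 (ENSG00000108602, chromosome 17, 19737984 to 19748943) fell from 231 ± 138 to 8.68 ± 1.29 CPM in WT cells and from 276 ± 14.7 to 109 ± 17.6 CPM in mut cells (SD, n = 4), an interaction of 3.17 ± 0.64 log2 (SE, limma-voom adjusted p-value 0.00174). NEDD9 (ENSG00000111859, chromosome 6, 11183298 to 11382348) rose from 3.03 ± 1.35 to 37.6 ± 5.43 CPM in WT cells. In mut cells it was 27.95 ± 11.2 CPM in solvent and 39.95 ± 6.54 CPM at 72 h, and the interaction was -3.14 ± 0.52 (adjusted p-value 0.000298). CXCL1 (ENSG00000163739, chromosome 4, 73869393 to 73871308) rose by 1.16 ± 0.21 in WT and fell by 1.40 ± 0.24 in mut cells, an interaction of -2.56 ± 0.32 (adjusted p-value 1.26e-05). The rule required that the changes of the 4 mut series did not overlap those of the 4 WT series.

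The response slope compares sizes of change and needs no count of calls. Relative to the held-out WT clone, the mut response had a mean ratio of 0.688 ± 0.218 (SD of 4 combinations) at 6 h, 0.551 ± 0.0554 at 24 h and 0.577 ± 0.0927 at 72 h. The combinations reuse the same clones and are not independent, so no test was made. With genes called in 1 mut clone instead, the WT response was set against the held-out mut clone. Its mean ratio was then 1.212 at 6 h, 1.278 at 24 h and 1.099 at 72 h. The size of the difference thus depended on the genotype in which the genes were called. At 6 h the ratios with mut clone 1 were 0.496 and 0.509, and those with mut clone 65 were 0.824 and 0.922. The setting that moved the 72 h ratio most was the ratio of median log2 fold changes, with 0.439.

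Untreated mut and WT clones were compared to find differences that precede TGFβ1. In solvent, 1887 genes were DEGs between mut and WT libraries (948 higher, 939 lower), and 1898 with TMM factors. There were 3177 DEGs at 6 h (1685 higher, 1492 lower), 5492 at 24 h (3672 higher, 1820 lower) and 5829 at 72 h (3864 higher, 1965 lower). At 24 h TMM factors gave 2386 higher and 2553 lower genes, and at 72 h 2776 higher and 2653 lower. A minimum absolute log2 fold change of 1 left 495 DEGs in solvent. Series lie within a genotype, so the series cannot serve as a block here. Each genotype had 2 clones, whose libraries were counted as separate samples, so these p-values do not separate genotype from clone. By the naming rule, CADM3, IP6K3 and STAC2 were highest in mut solvent libraries. CADM3 (ENSG00000162706, chromosome 1, 159171609 to 159203313), which overlaps AIM2 on the opposite strand, had 86.7 ± 22.3 CPM in mut and 1.84 ± 1.10 CPM in WT libraries (SD, n = 4), a log2 fold change of 5.76 ± 0.59 (SE, limma-voom adjusted p-value 7.80e-08). The changes of IP6K3 and STAC2 were 3.57 ± 0.45 and 3.43 ± 0.32. A2ML1, AOC1 and GRAMD1B were lowest, with log2 fold changes of -3.78 ± 1.12, -3.66 ± 0.89 and -2.96 ± 0.43. The rule required that the 4 mut libraries did not overlap the 4 WT libraries.

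The other genes of the AP-1 family were examined next. Of 19 listed genes, 18 were tested, and BATF was not among the genes of the table. In solvent, 6 genes were DEGs between mut and WT and 9 when p-values were adjusted over the list alone. All 6 were higher in mut under both scalings, namely JUN, JUND, FOSL2, ATF4, JDP2 and MAFF. JUN (ENSG00000177606, chromosome 1, 58776845 to 58784048) had 41.5 ± 6.20 CPM in WT and 78.7 ± 9.27 CPM in mut solvent libraries (SD, n = 4), a log2 fold change of 0.93 ± 0.17 (SE, limma-voom adjusted p-value 0.000406, higher in 4 of 4 mut libraries). At 72 h there were 4 DEGs between mut and WT, of which FOS, ATF4 and JDP2 were higher and MAFG was lower. TGFβ1 at 72 h gave 9 AP-1 DEGs in WT cells (7 higher, 2 lower) and 8 in mut cells (4 higher, 4 lower), with no change of sign under TMM factors, and list-only adjustment gave 9 and 10. The fit with the series as a replicate block called 12 and 10. Of the AP-1 genes, JUN had an interaction call at 72 h, with -0.70 ± 0.23 log2 (adjusted p-value 0.0429, lower in 4 of 4 mut series). List-only adjustment called 0 of 18 at 72 h, with 4 genes at an unadjusted p-value under 0.05, and the series block called 5.

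The 19 genes named for the EMT of this cell model were all tested. In WT cells at 72 h, 16 were DEGs (13 higher, 3 lower), and in mut cells 15 (12 higher, 3 lower), with the same numbers under list-only adjustment and 17 in each genotype with the series as a replicate block. EPCAM, RBM47 and CDH1 were lower in both genotypes under both scalings. FN1 rose by 4.33 ± 0.47 log2 (SE) in WT cells and by 3.85 ± 0.47 in mut cells (limma-voom adjusted p-values 1.66e-08 and 6.61e-07, higher in 4 of 4 treated libraries each). In mut solvent 1-2, FN1 had 1413 CPM, while the other 3 mut solvent libraries had 249 to 373 CPM, and in WT solvent 27-2 it had 1548 CPM, while the other 3 WT solvent libraries had 329 to 580 CPM. Between mut and WT, 2 of the 19 were DEGs in solvent (1 higher, 1 lower), and 13 at 72 h (1 higher, 12 lower), and EPCAM was the higher one in both. At 72 h the interaction called MYO7B, with -4.54 ± 1.01 log2 (adjusted p-value 0.00342, lower in 4 of 4 mut series). MYO7B (ENSG00000169994, chromosome 2, 127535683 to 127637729) rose from 0.214 ± 0.151 to 8.80 ± 2.91 CPM in WT cells, and was 0.686 ± 0.503 and 1.25 ± 0.611 CPM in mut cells (SD, n = 4). With the series as a replicate block the interaction at 72 h called 7 of the 19 genes, of which TNC, MYO7B, FBN1, SPARC and SNAI1 were lower and EPCAM and TWIST2 higher.

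The proliferation genes were compared between treatments and genotypes. The mean log2 CPM of the 35 genes in WT libraries was 6.62 ± 0.14 in solvent, 6.34 ± 0.24 at 6 h, 5.52 ± 0.29 at 24 h and 6.21 ± 0.26 at 72 h (SD, n = 4). In mut libraries it was 6.50 ± 0.08, 6.32 ± 0.11, 6.09 ± 0.13 and 6.39 ± 0.24. At 24 h the mean log2 fold change was -1.10 in WT and -0.42 in mut cells (camera adjusted p-values 2.06e-12 and 1.07e-06), and all 35 genes were lower in both. The interaction was 0.68 at 24 h (camera adjusted p-value 3.44e-14) and 0.30 at 72 h (0.0115). Fitting the series as a replicate block gave 0.68 and 0.30, with camera adjusted p-values of 8.14e-22 and 8.76e-05. These p-values rest on the fixed inter-gene correlation of 0.01. With the correlation estimated from the residuals, the camera adjusted p-value of the interaction was 0.784 at 24 h and 0.903 at 72 h, and 0 of the 13 comparisons passed 0.05.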

Values the study reported

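The study reported 1623 genes with different expression between untreated mut and WT clones. It also stated that the numbers of TGFβ1-regulated genes in mut clones came to 26%, 32% and 41% of those in WT clones at the successive treatment times.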

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

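The tests of admixture by loss of genes, of a mislabelled clone, of a batch of the second replication and of exchanged labels, the use of the planned thinning and TMM settings as tests of the interaction and its calls without the series 27-2 and 1-2, and the share of outlying values by series were chosen only after the result was seen.

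Single libraries far from the other 3 of their group were looked for among the abundances of JUNB and the other reported genes, the library totals and the proliferation score. A value was singled out when its gap to the nearest other library on the log2 scale, divided by the log2 range of the group, exceeded the 95% critical value of Dixon for 4 values. Of 416 groups of values, 28 had such a value, where about 20.8 are expected by chance. Of these 28, 10 came from the WT series 27-2 and 6 from the mut series 1-2. These series held 57.1% of the outlying values and 25% of the libraries, so the values were not spread evenly over the series. No biological explanation was tested for a single outlying value.

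In the series 27-2 the outlying values, in CPM with the range of the other 3 libraries of the group, were as follows. In solvent, FOSL2 was 106 (149 to 158), RBM47 9.61 (22.4 to 24.0), SNAI1 0.778 (0.210 to 0.227) and ZEB1 15.5 (7.79 to 8.16). At 6 h, BATF2 was 0.339 (0.825 to 0.922), BATF3 0.0846 (0.384 to 0.458), CDH1 199 (403 to 429), RBM47 7.87 (16 to 18.4) and POSTN 62.0 (1.73 to 2.56). At 72 h, TWIST1 was 17.0 (11.7 to 12.5).

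The series 27-2 also stood apart on PC3 and by 26 genes that were at least 4-fold apart from all other libraries without overlap (20 lower, 6 higher), whereas each of the other 7 series had 0 such genes. Sequencing depth did not account for this, since 27 such genes were found after thinning to the smallest total. Admixed RNA cannot remove transcripts, yet 4 genes with at least 1 CPM in all 28 other libraries had 3 counts or fewer in each 27-2 library. These were ZNF287, ZNF518B, HOXA11 and LRRC61, chosen after their values were seen, and LRRC61 overlaps ZBED10P. The deviation of 27-2 did not follow GC content (Spearman correlation -0.0158) or exon length (-0.0689). Of the 26 genes, 0% lay in windows of neighbouring genes with shifted abundance, since 0 of 993 windows passed the limit for a shift in any of the 8 series. The median deviations of the windows in 27-2 lay between -0.087 and 0.173 log2, and copy number changes of shorter stretches were not tested. The difference between the replications of clone 27 had a mean correlation of 0.0562 with those of the 3 other clones, so a batch shared by the second replications was not seen. At the 7 genes that separate 27-1 from clone 2, 27-2 was nearer to 27-1 in 71.4%, the same share as both series of mut clone 65. At the 58 genes that separate 27-2 from clone 2, 27-1 was nearer to 27-2 in 6.9%, and the mut series were in 12.1% to 13.8%. These 58 genes were chosen by 27-2 itself and can include genes at which it stood apart from all other libraries. The low share of 27-1 therefore does not by itself speak against the clone label. The pattern cannot be told apart from a mislabelled clone, and a clone other than the labelled one remains a candidate explanation.

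In the mut series 1-2, the solvent value of LBH was outlying with 2.92 CPM (others 0.442 to 0.505), in the direction of the TGFβ1 response. At 6 h, JUN was 114 (205 to 219) and SNAI1 1.18 (2.94 to 3.27), and at 24 h RBM47 was 14.1 (11.4 to 11.6), SNAI2 177 (223 to 231) and ZEB2 2.51 (4.03 to 4.17).

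The library mut solvent 1-2 lay between the other mut solvent libraries and the treated ones. A score was taken over the 311 genes called in WT cells at 6 h with an absolute log2 fold change of at least 1. Its signed mean was 0.579 in mut solvent 1-2, against -0.0127 to 0.0303 in the other mut solvent libraries. In mut 6 h 1-2 it was 0.520, against 1.14 to 1.25 in the other mut 6 h libraries. The change from solvent to 6 h in this series was -0.0588, against 1.11 to 1.26 in the other mut series. A full exchange of these labels would give the negative of the change in the other series, and a correct pair the same change, so neither was met. Other measures differed in what they showed. On PC1, mut solvent 1-2 and mut 6 h 1-2 had scores of -39.4 and -58.6, where the other mut solvent libraries had -65.7 to -61.8 and the other mut 6 h libraries -46.9 to -42.0, as an exchange would give. The score was also taken over the 1500 genes called in WT cells at 72 h with the same minimum fold change. Its change from solvent to 6 h in series 1-2 was -0.194, against 0.421 to 0.535. The admixture tests used genes among these 1500. FN1 in mut 6 h 1-2, with 370 CPM, lay in the range of the other mut solvent libraries (249 to 373), and in mut solvent 1-2, with 1413 CPM, it was above all mut 6 h libraries (at most 759). Admixed RNA of treated cells would bring risen and fallen genes to the same fraction of their 72 h level, and fractions of 0.195 and 0.153 gave a ratio of 1.27. Strongly and moderately risen genes had fractions of 0.261 and 0.168, a ratio of 1.55, within the range from 0.5 to 2 set for admixture. With mut 24 h libraries as the donor, strongly risen, moderately risen and fallen genes had fractions of 0.221, 0.155 and 0.209. With mut 6 h libraries as the donor they were 0.31, 0.202 and 0.0102 (7, 65 and 13 genes), so risen and fallen genes differed, which goes against RNA of 6 h libraries. Admixed RNA of 24 h or 72 h libraries may therefore account for part of the solvent value. Admixture into mut solvent 1-2 would leave the low score of mut 6 h 1-2 (0.520) unexplained. A full exchange of labels was not met by the change of -0.0588 over the 311 genes of the 6 h score, though PC1 went with it. The tests do not decide between admixed RNA and exchanged labels, and each stays open for part of the values.

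The other 12 outlying values, in CPM, were as follows. In WT libraries they were ATF3 in WT 6 h 2-1 with 2.64 (3.27 to 3.41), ZEB2 in WT 6 h 27-1 with 2.34 (5.45 to 6.04), JDP2 in WT 72 h 27-1 with 20.4 (18.0 to 18.1), GRAMD1B in WT solvent 2-2 with 12.4 (18.4 to 19.4), and FGFBP1 in WT 72 h 2-2 with 16 (25.1 to 25.6). In mut libraries they were KANK4 and LBH at 24 h in 1-1 with 19.4 (13.1 to 13.7) and 24.4 (16.1 to 16.4), MYO7B at 6 h in 65-2 with 0.437 (0.764 to 0.820), JUND and ZEB2 at 72 h in 65-2 with 85.7 (71.7 to 73.9) and 1.99 (3.67 to 4.01), and CDH1 and LBH at 72 h in 65-1 with 227 (248 to 250) and 9.71 (14.1 to 15.2). Their causes were not tested.

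The response to TGFβ1 differed between the genotypes by the interaction test, which called 11 genes at 6 h, 1434 at 24 h and 1831 at 72 h. Among the named genes, the interaction at 24 h was 0.76 for FOS, -4.43 for MYO7B, -1.11 for PRR5L, 1.94 for ALDH3A1, 1.74 for CAMK2B, 1.83 for RIPOR2, 1.74 for FGFBP1, -3.00 for NEDD9 and -1.97 for CXCL1. At 72 h it was -0.70 for JUN, -4.54 for MYO7B, 3.17 for ALDH3A1, 2.55 for CAMK2B, 2.74 for RIPOR2, 2.69 for FGFBP1, -3.14 for NEDD9, -2.56 for CXCL1 and -2.56 for IL32. The direction held in 4 of 4 mut series for each of these genes, which is no separate test, since they were named by their interaction calls.

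Technical explanations of the interaction were tested at 72 h. After thinning to the smallest total there were 1842 calls. With TMM factors there were 1291 calls (674 higher, 617 lower), where library-size scaling gave 1831 (1397 higher, 434 lower), and 1106 genes were called in the same direction by both. Across genes, the interaction had a Spearman correlation of -0.0131 with GC content and -0.0967 with exon length. Without the series 27-2 and 1-2, 1962 genes were called, of which 1498 were among the 1831. The estimates of the 1831 genes then had a slope of 1.04 on the full estimates, which cannot decide the matter, since the genes were chosen by the full fit and the other 6 series were used in both. A delayed response in mut clones was tested as a biological explanation, and the mut change at 72 h correlated less with the WT change at 24 h than with that at 72 h, by -0.0478. Depth, GC content and exon length were not borne out as the source of the calls at 72 h. The mut change at 72 h was not nearer to the WT change at 24 h (correlation 0.741) than to that at 72 h (0.788). The gap has no estimate of its spread and no library lay between these times, so a shorter delay was not decided. The number of calls and their balance changed with the scaling. TMM factors centre the changes, so the more even balance does not show which scaling is right. The calls at 6 h and 24 h changed to 0 (449 at an unadjusted p-value under 0.05) and 724 without the series 1-2. For the calls shared by both scalings, a dependence on the genotype label remains a candidate explanation, which cannot be told apart from differences between clones, since each genotype had 2 clones and the JUNB counts did not check the labels.

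Other arrangements of the same libraries were compared with the labelled ones. For TGFβ1 against solvent, the 8 splits exchanged treated and solvent libraries within whole series, so each split parted the same pairs. In all but the labelled split, treatment differences counted as spread within the groups, which can lower the number of calls. In WT cells, 1 of the 8 splits, the labelled one, gave as many DEGs at 6 h, 24 h and 72 h, and the others gave 0 DEGs, with 127 to 1765, 116 to 4117 and 92 to 4344 genes at an unadjusted p-value under 0.05. In mut cells it was also 1 of 8 at each time, and the others gave 0 to 69, 0 to 107 and 0 DEGs, the last with 219 to 2372 genes at an unadjusted p-value under 0.05. For the AP-1 and EMT lists at 72 h, 1 of 8 splits gave as many calls in each genotype. For the proliferation genes, 1 of 8 splits gave as large a change in WT cells at each time and in mut cells at 6 h and 24 h, and 3 of 8 in mut cells at 72 h. The smallest possible share was 0.125, so these counts of splits could not fall under 0.05, whatever the data.

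For mut against WT and for the interaction, 18 splits of the 8 series kept 2 series of each replication number in each arm, and the other splits mixed WT and mut series. Differences between the genotypes counted as spread in the mixed splits, which can lower their numbers of calls. Of the 18, 1 gave as many DEGs in solvent, at 6 h, 24 h and 72 h, and the others gave at most 3, 7, 3 and 3. For the interaction it was 1 of 18 at each time, and the others gave 0 calls, with 67 to 398, 71 to 822 and 84 to 699 genes at an unadjusted p-value under 0.05. The AP-1 and EMT lists gave 1 of 18 in solvent, at 72 h and for the interaction at 72 h. For the proliferation genes, as large a difference was given by 5 of 18 splits in solvent, 16 at 6 h, 1 at 24 h and 5 at 72 h, and for the interaction by 6, 1 and 1 of 18. DEG numbers at least as uneven between the arms were given by 14 of 18 splits at 6 h, 3 at 24 h and 5 at 72 h. Since the arms of the other splits held both genotypes, these shares cannot decide whether the percentages of DEG numbers depend on the label. For the response slope, 1 of 3 splits of the clones gave as low a ratio at each time. The smallest possible shares were 0.0556 for 18 splits and 1 of 3 for the slopes.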

How the results depend on the processing

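The settings with TMM factors and the series block together, without the series 27-2 or 1-2, and with the series block for JUNB, the gene lists and the named genes, and their tests, were chosen only after the result was seen. Counts and percentages were taken as moved when they changed by more than 1.5 times, and slopes when they changed by more than 1 SD of the 4 combinations. Where a result moved, the cause was not tested.

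All 22 results tried without a low-count filter, all 22 tried with a mean count of at least 50 and all 19 tried without the series 27-2 stayed within these limits. With the replication number as a replicate block 51 results stayed, and the mut against WT difference of the proliferation genes in solvent did not (-0.12, camera adjusted p-value 0.0506, range over its alternatives 0.0358 to 0.903). With TMM factors 53 results stayed, while the interaction called 860 genes at 24 h and 2 AP-1 genes at 72 h.

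With the series as a replicate block, 27 results stayed. WT DEGs at 6 h rose to 3844 and mut DEGs at 6 h to 2453 (63.8%), and the interaction called 46, 2782 and 3488 genes, with 5 AP-1 and 7 EMT genes at 72 h. The interaction of the proliferation genes at 6 h passed the threshold (0.094, camera adjusted p-value 0.0202, range over its alternatives 0.0202 to 0.903). With TMM factors and the series block, mut DEGs at 6 h were 1950 (62.3%), and the interaction called 45, 2280 and 2783 genes.

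A minimum absolute log2 fold change of 1 gave 311, 1445 and 1500 WT DEGs, 90, 478 and 795 mut DEGs, 495, 743, 940 and 1034 DEGs between mut and WT, and 1, 134 and 229 interaction calls. At 24 h, 24.2% of the WT DEGs were then also mut DEGs. Sums of the replications of a clone gave 1470 WT DEGs at 6 h, 200 and 2161 mut DEGs at 6 h and 24 h, 2107 DEGs between mut and WT at 6 h, and 13.6% and 11.6% for the number of mut DEGs and the WT DEGs also called in mut at 6 h. They gave 0 (540 at an unadjusted p-value under 0.05), 312 and 650 interaction calls, with 0 AP-1 genes at 72 h (4 at an unadjusted p-value under 0.05). JUNB then changed by 1.24 in WT cells at 6 h and 0.79 at 72 h, and by 1.41 and 1.13 in mut cells, with limma-voom adjusted p-values of 0.0964, 0.161, 0.129 and 0.0996. These are the upper ends over each result's alternatives, and the series block gave the lower ends (3.05e-06, 0.000158, 3.15e-06 and 7.62e-06).

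Fits on the groups of a comparison alone gave 1662 WT and 452 mut DEGs at 6 h (27.2%), of the WT DEGs 18.7% also called in mut, and 1 interaction call at 6 h. DESeq2 called 46 genes for the interaction at 6 h, 3 AP-1 and 3 EMT genes for the interaction at 72 h, and 4 EMT genes between mut and WT in solvent. The edgeR QL test gave 614 mut DEGs at 6 h, 17 and 932 interaction calls at 6 h and 24 h, 3 EMT genes for the interaction at 72 h and 5 between mut and WT in solvent. Thinning gave 2 AP-1 and 2 EMT genes for the interaction at 72 h. Ratios of median changes gave slopes of 0.482 at 24 h and 0.439 at 72 h. Without the series 1-2, the interaction called 0 genes at 6 h (449 at an unadjusted p-value under 0.05) and 724 at 24 h.

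With the inter-gene correlation estimated, the changes of the proliferation genes kept their values but passed no threshold. The WT changes of -0.29, -1.10 and -0.41 had camera adjusted p-values of 0.903, 0.784 and 0.903, the mut changes of -0.19 and -0.42 at 6 h and 24 h 0.903 and 0.88, the differences of -0.12 in solvent and 0.56 at 24 h 0.903 and 0.88, and the interactions of 0.68 and 0.30 at 24 h and 72 h 0.784 and 0.903. Each is the upper end of the range over that result's alternatives, whose lower ends were 5.34e-06, 2.94e-16, 0.000196, 0.000196, 9.03e-11, 0.0358, 6.45e-09, 8.14e-22 and 8.76e-05 in the same order of comparisons.

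Leaving out each library in turn gave ranges of 226 to 1867 mut DEGs at 6 h, 2359 to 3262 at 24 h, 9.09% to 72.8% for the number of mut DEGs and 8.08% to 46.2% for the WT DEGs also called in mut at 6 h, 1 to 19 and 899 to 1433 interaction calls at 6 h and 24 h, and 1242 to 1817 DEGs between mut and WT in solvent. AP-1 calls ranged from 0 to 3 for the interaction and 3 to 8 in mut cells at 72 h, and EMT calls from 1 to 3 for mut against WT in solvent and 1 to 3 for the interaction at 72 h. The JUNB change ranged from 0.76 to 0.89 in WT cells at 72 h and lost significance in 7 of 8 fits, and from 1.11 to 1.75 at 6 h and 0.84 to 1.36 at 72 h in mut cells, where it lost significance in 3 of 8 fits each. The JUNB difference between mut and WT ranged from -0.14 to 0.30 in solvent and -0.0297 to 0.61 at 6 h, and its sign reversed without mut solvent 65-2 and without mut 6 h 65-2. WT DEGs at 72 h ranged from 6870 to 7672 and interaction calls at 72 h from 1244 to 2187, within the limit.

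Of 215 results of named genes past the threshold, 184 stayed past it over the settings with all libraries, and 167 stayed when each library was left out. The others lost significance, and 0 reversed.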

Other observations

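Of the tests of this part, 0 were chosen only after the result was seen.

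The number of mut DEGs was 41.2% of the number of WT DEGs at 6 h in the limma-voom test with library-size scaling, and 13.6% to 63.8% in the alternatives with all libraries. The first of these percentages is higher than the one stated in the study. In the same test the percentages at 24 h and 72 h were also higher than the stated ones, by less.

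Library-size scaling gave more lower than higher calls after TGFβ1. A few abundant genes taking a larger part of the counts was tested as the source. The 100 most abundant genes took 16.8 ± 0.467% of the counts in WT solvent and 22.0 ± 0.981% in WT 72 h libraries (SD, n = 4). With these genes left out of the totals, 37.5% of the 6964 WT calls at 72 h were higher, against 26.5% with them. This moved the percentage without bringing it to the range of 45% to 55% set for a full explanation, so abundant genes may account for part of the excess. No biological explanation was tested.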
